A study of Mus musculus with 10 samples. Its data were reported in "The complement C3-complement factor D-C3a receptor signalling axis regulates cardiac remodelling in right ventricular failure" (2022).

How the data were processed

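The samples are total RNA of 3 heart regions of C57BL/6N mice, prepared with TRIzol from frozen tissue, as the labels and the study's methods describe. The regions are the right ventricle, the left ventricle and the septum. Cy3-labelled cRNA was made from the RNA with a low-input kit and hybridised to Agilent SurePrint mouse arrays, which were read on an Agilent scanner. Groups and replicate numbers were taken from the sample titles, which name the region and the number. The series holds 4 RV, 3 LV and 3 septum arrays, and each array was treated as 1 replicate. According to the series' design text, different individuals were used for each experiment.

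The authors made the intensity values with Agilent's software Feature Extraction (version 11.5.1.1, per the file headers). It subtracted the background of each spot, removed spatial and multiplicative trends and set flags for spots well above background, saturated spots and outlier spots. The authors deposited these files with no scaling between arrays. One of them, that of RV array 1, had been saved again with signals rounded to fewer digits. The authors also deposited a table of log2 values per probe and array, made with GeneSpring according to the methods. These log2 values lay within 0.05 of the values computed here on each array once a constant was removed, for 100.0% of the probes compared, with a correlation of 1. Their 75th percentile lay at 0 on each array and no gene was centred, so this table served as an alternative.

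The deposited intensity was taken as log2 of the processed signal of each spot. Control spots and outlier spots (56 to 128 per array) were left out, spots of the same probe were averaged, and the 75th percentile of each array was subtracted. Of 56605 probes, 30234 (53.4%) were kept because they were well above background on every array of at least 1 region. Probes were named through the RefSeq accession in the files, without its version, and a table of mouse genes of assembly GRCm38.p6. That assembly differs from the one in the array files, so no coordinates are given. A symbol was found for 32989 probes (58.3%), which stand for 22907 genes. Unnamed probes were counted and not named. For a gene with several probes the one with the highest mean signal over all arrays was used, and other probes are mentioned for some of the genes.

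The regions were compared with limma (version 3.58.1, R 4.3.3). A model with one mean per region and no covariate was fitted to all 10 arrays, which then share an estimate of the spread (lmFit and eBayes, 2.46 prior degrees of freedom). A moderated F test compared the 3 regions, and contrasts compared each pair. Benjamini-Hochberg adjustment ran over all probes tested in a comparison, and an adjusted p below 0.05 was a call. All tests of genes were two-sided. The study's methods name an analysis of variance with Tukey's correction. It was run in its one-way form on the same values as an alternative, because limma pools the spread over probes where groups are this small. Gene lists were tested on 1 probe per gene with camera at a preset correlation of 0.01, with the rotation test fry, and with camera at an estimated correlation, with adjustment over lists and comparisons. With a list score as a covariate only the complement and alternative pathway lists were tested. The adjustment there ran over these 2 lists and the comparisons, a lighter correction. A list score is the mean, over the tested genes of the list, of the log2 level minus the gene's mean over all arrays. The lists were adipocyte, alternative pathway, atrial myocardium, blood, brown adipocyte, cardiomyocyte, complement, endothelium, fibroblast, macrophage, mesothelium, sex-linked transcripts and the 15 study genes. A list of 18 lymphocyte genes was added later. The complement list of 44 genes holds Cfd, C3 and C3ar1, which the study had picked from these samples, and the marker lists hold no complement gene.

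These choices, the alternatives below and the rule for naming genes were fixed before the data were examined. The rule names the study genes and the called complement genes. For each pair of regions it also names the 5 largest increases and the 5 largest decreases among called genes that were well above background on every array of both groups and whose arrays did not overlap. Among genes well above background on every array of one group and no array of the other, it names those with the 3 largest bounds. Not all genes that the rule selects are reported here.

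Whether arrays of a region resemble each other was tested by the mean Pearson correlation of pairs within regions minus that between regions. An exact one-sided permutation test ran over all 4200 assignments of the arrays, with the probe filter of the true regions held fixed. Comparisons with 3 arrays against 3 cannot reach a permutation p below 0.1. The fits were tested on simulated data made from the real arrays' means and spread, with 200 probes changed by known amounts.

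The alternatives were quantile normalization, scaling by the median, scaling by the 75th percentile of the probes well above background on all arrays (27227 probes), normexp background correction with an offset of 50, the authors' table, no filter, a filter on all 10 arrays, a floor, and a 2-fold threshold. Others were the slide as a block, each slide alone, the replicate number as a fixed or random block, only the groups compared, array weights (statmod 1.5.0 for the block correlation), trended and robust eBayes, each array left out in turn, other rules for the probes of a gene, list scores as covariates, and the methods' test. Normexp was run on the median signal of each spot and its local background, as the files hold no column of mean signals. The closing part gives the effects of these alternatives.

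The replicate numbers were checked as pairs. Deviations of arrays from their group means correlated at 0.318 to 0.645 for arrays with the same number in different regions, and at 0.0553 to 0.223 for arrays of the same slide with different numbers. The difference of array 1 minus array 2 correlated at 0.231 to 0.305 between regions. By these values the numbers pair the arrays, but same-numbered arrays also share a slide and, on slide 1, a slide row. The pairing comes from the numbers in the titles alone, and which of these is behind it cannot be read from the values. Slide and scan date coincide, and the slide as a block called 13240 probes for the slide itself. Each region kept to its own columns of the slides, so column and region cannot be separated. The software's range for the mean of the negative controls was missed on RV array 2, LV arrays 2 and 3 and septum array 3. Files were read and figures drawn with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9.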

Results

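Gene expression was measured in pieces of heart wall from C57BL/6N mice. Each heart had been separated into the right ventricle (RV), the left ventricle (LV) and the ventricular septum, the wall between the 2 ventricles. Total RNA of each piece was labelled with the dye Cy3 and hybridised to a single-colour Agilent mouse expression array, 1 sample per array. The series holds 4 RV arrays, 3 LV arrays and 3 septum arrays. Their number limits the precision of every value below. Each array carried 62976 spots, of which 59305 were not controls. Between 53.7% (LV array 3) and 64.0% (RV array 1) of these spots were well above background, and none was saturated. The 75th percentile of the unscaled signal ran from 718 (LV array 1) to 1004 (RV array 3). The arrays lay on 2 slides, each with a single scan date. Slide 1 held replicates 1 and 2 of every region, and slide 2 held RV replicates 3 and 4, LV replicate 3 and septum replicate 3. All levels are log2 signals relative to the 75th percentile of the same array, so a level of 0 is the signal of a probe at that percentile. Differences are log2 differences of group means.

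The first question was whether arrays of a region resembled each other more than arrays of other regions. Across 30175 probes, the correlation of array pairs ran from 0.981 to 0.996. The mean correlation within regions was 0.990 and that between regions was 0.987, a difference of 0.0031 (p = 0.0248, exact permutation test over all 4200 assignments of the arrays to groups of these sizes, one-sided). The probe filter used the true regions and was held fixed over the assignments, which can favour the true one. The difference was 0.0014 with every probe kept (exact p = 0.146) and 0.0019 after another background correction (exact p = 0.0629), neither below 0.05. It was 0.091 over the 1000 most variable probes (exact p = 0.000476), the alternative that moved it most. The slides separated the arrays too: the mean correlation was 0.991 within slides and 0.985 between them. The first principal component held 33.5% of the variance and parted the slides. The second held 29.2% and set the RV arrays apart from the LV and septum arrays.

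**Figure D1:**
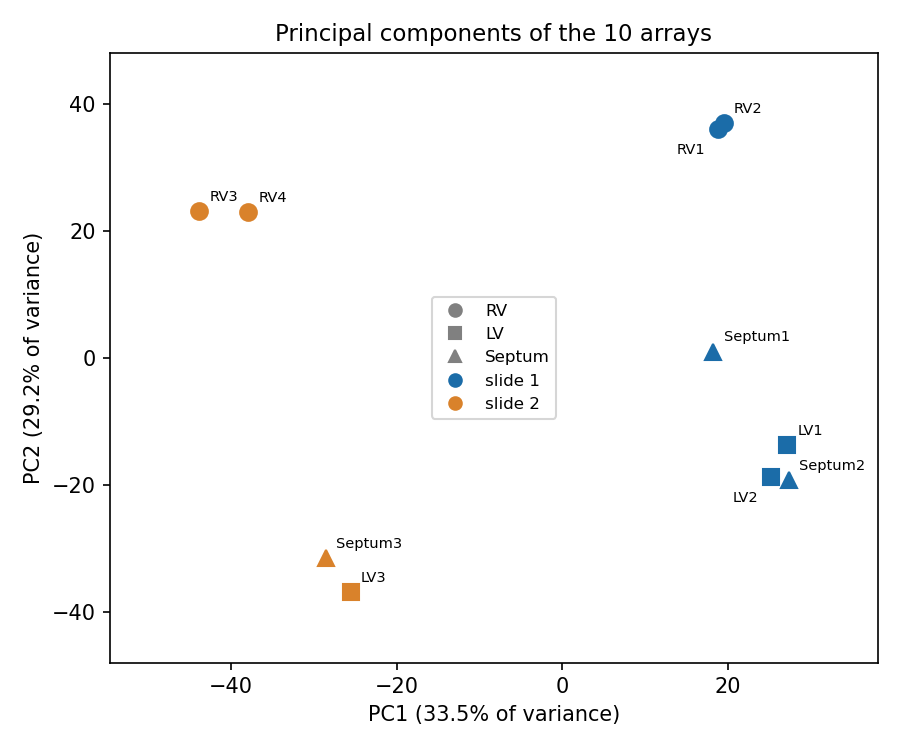
Principal component scores of the 10 arrays over the probes tested, with the first component (33.5% of the variance) on the horizontal axis and the second (29.2%) on the vertical axis, in arbitrary units of log2 signal. Each point is 1 array, its shape gives the region and its colour the slide. Arrays of slide 1 lie to the right and those of slide 2 to the left, and the 4 RV arrays lie above the LV and septum arrays of the same slide.

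The next question was which transcripts differed among the 3 regions. A single limma model with one mean per region was fitted to all 10 arrays over 30234 probes, and a probe was called when its Benjamini-Hochberg adjusted p was below 0.05. The test of all 3 means together called 842 probes, against 4720 at an unadjusted p below 0.05. The number depended on the slide: with the slide as a block, 3826 probes were called. The replicate number as a block gave 2671, and as a random block 4500, the alternative within limma that moved it most. Within slide 1 alone 354 probes were called and within slide 2 alone 281. A simulation of independent arrays of these group sizes recovered 83.0% of 200 probes changed by a log2 difference of 1 between RV and LV, and 97.5% of those changed by 2, among 30175 probes.

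Between RV and LV, 1167 probes were called, 697 higher and 470 lower in RV (5992 at an unadjusted p below 0.05). Of these, 287 differed at least 2-fold. The called probes with a symbol stood for 460 genes higher and 269 genes lower in RV, by the brightest probe of each gene. With the slide as a block 5331 probes were called, and all 1167 remained among them. The replicate number as a block gave 4512. The share of calls that were higher in RV was 59.7%, against 41.1% with the slide as a block and 75.9% after scaling to the probes well above background on all arrays. Within slide 1 alone 821 probes were called and within slide 2 alone 331. Leaving out single arrays gave 390 probes (without LV array 2) to 980 (without septum array 3). Calls were spread over the range of signal, with 3.67% of the 7544 dimmest and 3.75% of the 7544 brightest probes called.

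Increases in RV over LV were ranked among called genes well above background on every array of both groups, whose arrays did not overlap. The 5 largest were those of Car3, Cfd, Cidec, Hp and Cyp2e1. Car3 stood at 2.23 ± 0.31 (SD, n = 4) in RV and -2.70 ± 0.76 (SD, n = 3) in LV, a difference of 4.93 (SE 0.51, adjusted p = 0.00278). Cidec differed by 4.24 (SE 0.45, adjusted p = 0.00307), Hp by 4.01 (SE 0.48, adjusted p = 0.00377) and Cyp2e1 by 3.92 (SE 0.38, adjusted p = 0.00248). A second, dimmer probe of Cyp2e1 differed by 4.94 (adjusted p = 0.00377), so its place in this order depends on the probe. Among the largest decreases were those of Nrn1, Klhl34, Gnb3 and Bex1. Nrn1 stood at -1.82 ± 0.25 (SD, n = 4) in RV and 1.27 ± 0.29 (SD, n = 3) in LV, a difference of -3.09 (SE 0.18, adjusted p = 0.00033). The differences of Klhl34, Gnb3 and Bex1 were -2.01, -2.01 and -1.95, with adjusted p of 0.0175, 0.00181 and 0.00039. Klhl34 lost its call when LV array 2 or LV array 3 was left out, with differences of -2.00 and -1.83, and the other 8 genes named so far in this paragraph kept theirs with any single array left out. In this comparison 38 genes were well above background on every RV array and on no LV array. For these only a bound can be given. It sets the mean of the brighter group against the dim group's mean of, per array, the lowest signal well above background or the probe's own signal, whichever was higher. Adipoq was at least 14.5-fold higher in RV, Ucma at least 6.53-fold and Cdo1 at least 4.83-fold. The reverse held for 1 gene.

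Between RV and the septum, 628 probes were called, 364 higher and 264 lower in RV (4249 at an unadjusted p below 0.05), and 220 of them differed at least 2-fold. Higher calls made up 58.0%, against 46.0% with the slide as a block and 73.0% after scaling by the median. With the slide as a block 2643 probes were called, including all 628, and with the replicate number as a block 2154. Within slide 1 alone 478 probes were called and within slide 2 alone 171. The number fell to 118 without septum array 2, and leaving out other arrays gave up to 542 (without RV array 3). Among called genes well above background on every RV and septum array, whose arrays did not overlap, increases were ranked. The 5 largest were those of Msln, Cyp2s1, Rspo1, C2 and Car3. Msln stood at 3.19 ± 0.82 (SD, n = 4) in RV and -0.77 ± 1.58 (SD, n = 3) in the septum, a difference of 3.96 (SE 0.69, adjusted p = 0.0247). Cyp2s1 differed by 3.20 (adjusted p = 0.0137), Rspo1 by 3.14 (adjusted p = 0.0113), C2 by 2.76 (adjusted p = 0.0146) and Car3 by 2.71 (adjusted p = 0.0317). Each of these 5 lost its call without septum array 2, where Msln stood at 4.10, Cyp2s1 at 3.20, Rspo1 at 3.19, C2 at 2.81 and Car3 at 2.27. Of the 10 arrays left out in turn, 7 took away the call of Car3 (also lost at 2.61 with the replicate number as a block), 5 that of Msln and 2 that of Cyp2s1, which was also lost without septum array 3 (2.82).

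Among the largest decreases in RV against the septum were those of Irx2, Irx1, Gnb3 and Cntn2. Irx1 stood at -0.89 ± 0.18 (SD, n = 4) in RV and 1.84 ± 0.43 (SD, n = 3) in the septum, a difference of -2.73 (SE 0.20, adjusted p = 0.000423). Irx2 differed by -2.90 (SE 0.32, adjusted p = 0.00363). Gnb3 and Cntn2 differed by -2.10 and -2.02, with adjusted p of 0.000733 and 0.00956. Genes well above background on all RV arrays and on no septum array numbered 14. Cybrd1 was at least 4.22-fold higher in RV, Lrp2 at least 3.28-fold and Cldn3 at least 2.71-fold.

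The RV arrays serve both comparisons, so their differences share chance values. Across probes, which are not independent replicates, the differences against LV and against the septum correlated at 0.776, and 470 probes were called in both, all in the same direction. In 20 simulations of unchanged groups the correlation had a median of 0.425 and a highest value of 0.443. Equally long lists of top probes overlapped by a median of 148 and at most 164. Permuting the residuals of the arrays gave a wider spread, from -1 to 1 with a median of 0.462, and 9 of 100 permutations reached the observed correlation.

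Between the septum and LV, limma called 0 of the 30234 probes, with 862 at an unadjusted p below 0.05. Other settings called between 0 and 69 probes, the latter with the replicate number as a random block. The analysis of variance with Tukey's correction named in the methods, run in its one-way form, gave 435 probes without adjustment and 168 after it. No gene met the criteria for naming. In this comparison 14 genes were well above background on every septum array and on no LV array, and 1 gene the reverse. Spp1 was at least 7.94-fold higher in the septum, Chil1 at least 4.74-fold and Tmem163 at least 3.60-fold, and none of the 3 was called.

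The study names 15 genes for the heart regions, the complement axis or as its reference gene, and all 15 were tested. Called over all probes were 3 of them between RV and LV (Cfd, Cebpa and Sema3c), 2 between RV and the septum (C3 and Cebpa) and 0 between the septum and LV. Adjusted over the list alone the numbers were 6, 6 and 1. The study picked part of this list from these samples, so the latter counts are not independent evidence. Cfd, which encodes complement factor D, stood at 4.22 ± 0.30 (SD, n = 4) in RV, -0.56 ± 1.04 (SD, n = 3) in LV and 1.95 ± 1.05 (SD, n = 3) in the septum. The difference between RV and LV was 4.78 (SE 0.54, adjusted p = 0.00338) and held with any single array left out (4.21 to 5.22). It was 5.06 within slide 1 and 4.06 within slide 2. With a score of adipocyte transcripts as a covariate it was 0.43 (SE 0.77) and no longer called, the alternative that moved it most. That fit called 0 probes in any comparison and its median standard error between RV and LV was 3.27 times larger. The SE of Cfd rose less, from 0.54 to 0.77, so for Cfd it was the estimate that fell. The RV level of Cfd lay 2.27 above the septum, which was not called (SE 0.54, adjusted p = 0.0725). It was called at 2.23 with the slide as a block and at 2.87 without septum array 1. Within slide 1 it was 1.77 and not called, and within slide 2, which holds 1 septum array, it was 3.10. The methods' analysis of variance gave Cfd an adjusted p of 0.0304, with a Tukey p of 0.0194 between RV and the septum and 0.0166 between the septum and LV. A second probe of Cfd differed by 4.77 from LV and by 2.29 from the septum.

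C3, the central complement component, stood at 6.76 ± 0.38 (SD, n = 4) in RV, 5.87 ± 0.38 (SD, n = 3) in LV and 5.41 ± 0.40 (SD, n = 3) in the septum. RV exceeded the septum by 1.34 (SE 0.26, adjusted p = 0.0355). All RV arrays lay above all septum arrays. The call was lost in 7 of 10 fits that left out a single array, in 1 of them with the difference unchanged at 1.34 (without LV array 1, adjusted p = 0.061). The difference ran from 1.12 to 1.52 in these 10 fits, and in either slide alone it was not called, at 1.38 and 1.53. With the slide as a block it was 1.43 (adjusted p = 0.00223). RV exceeded LV by 0.89 (SE 0.26, adjusted p = 0.0959), which was not called, and was called at 0.98 with the slide as a block and at 0.89 with the replicate number as a block. The methods' analysis of variance gave C3 an adjusted p of 0.11 (unadjusted 0.0068), with a Tukey p of 0.0064 between RV and the septum and 0.0462 between RV and LV. A second probe of C3 gave 1.40 (adjusted p = 0.0241) and 0.92 (adjusted p = 0.0696). C3ar1, the gene of the C3a receptor, stood at -1.82 ± 0.25 (SD, n = 4) in RV, -2.03 ± 0.12 (SD, n = 3) in LV and -2.07 ± 0.019 (SD, n = 3) in the septum. Its differences of 0.21 from LV (SE 0.13, adjusted p = 0.425) and 0.26 from the septum (SE 0.13, adjusted p = 0.423) were not called, though all RV arrays lay above all septum arrays. The difference of C3ar1 from LV was -0.075 within slide 1 and 0.56 within slide 2.

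**Figure D2:**
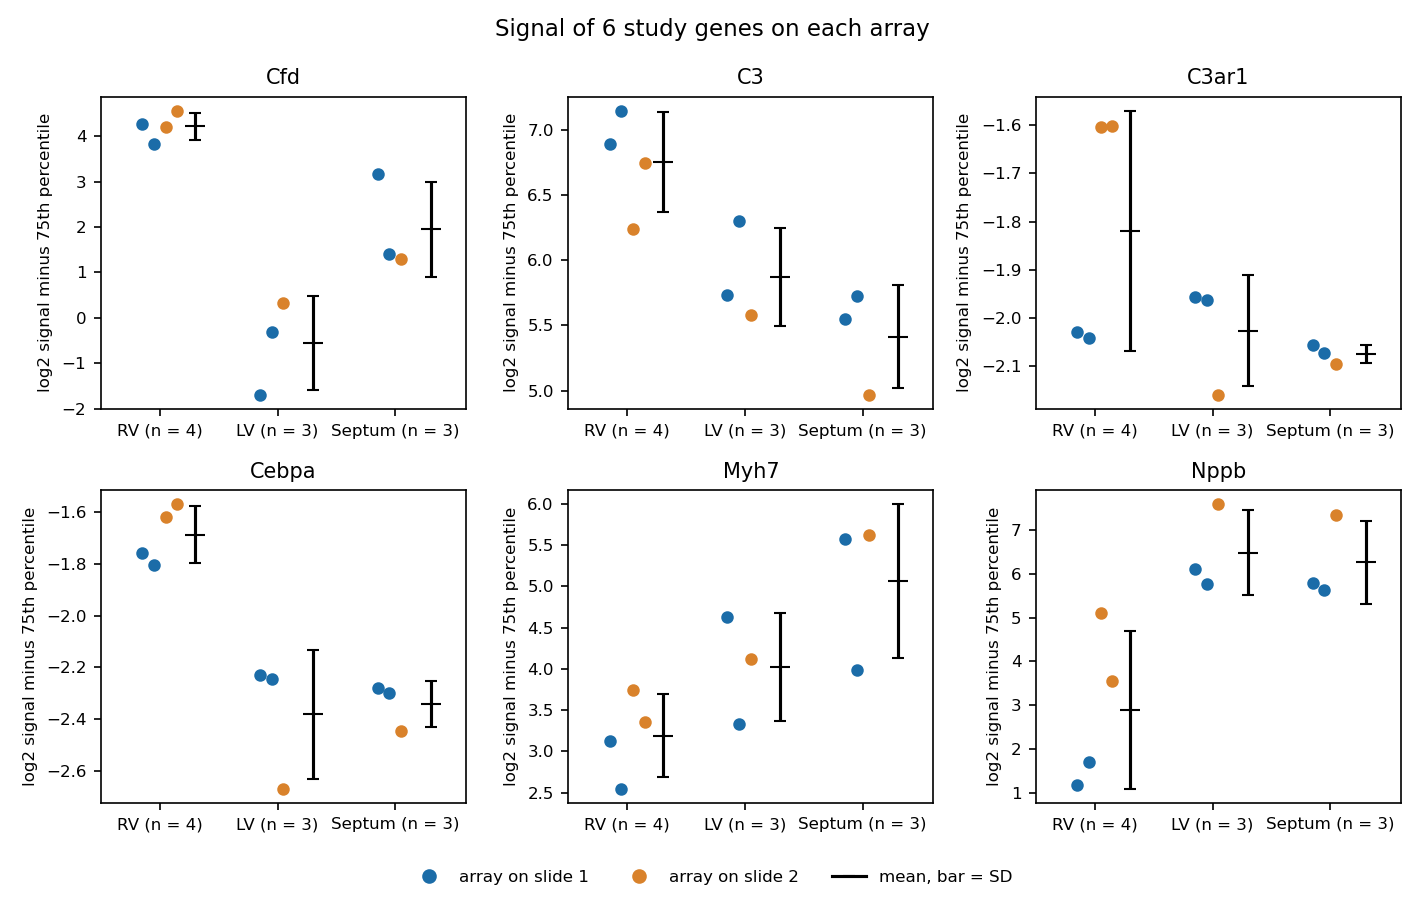
Levels of Cfd, C3, C3ar1, Cebpa, Myh7 and Nppb on each array, by region, in log2 signal relative to the 75th percentile of the array. Points are arrays coloured by slide, and the bars show the mean and SD of 4 RV, 3 LV and 3 septum arrays. Cfd stood at 4.22 in RV against -0.56 in LV, while for C3ar1 the LV arrays overlapped those of RV and of the septum.

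Cebpa was higher in RV by 0.69 than in LV (SE 0.12, adjusted p = 0.0165) and by 0.65 than in the septum (SE 0.12, adjusted p = 0.0286). The former call was lost in 1 of 10 fits without a single array (without RV array 4, at 0.65) and the latter in 7 of 10, with differences from 0.60 to 0.69. Sema3c was higher in RV than in LV by 0.53 (SE 0.098, adjusted p = 0.0216), and leaving out single arrays removed the call in 5 of 10 fits, with differences from 0.45 to 0.60. Nppb, which encodes brain natriuretic peptide, had the largest differences without a call, -3.59 against LV (SE 0.91, adjusted p = 0.0614) and -3.36 against the septum (SE 0.91, adjusted p = 0.113). Its SD among RV arrays was 1.79. Both differences were called with the slide as a block, at -3.95 and -3.72, with the replicate number as a block, at -3.81 and -3.58, and without RV array 3, at -4.33 and -4.10. Myh7 was lower in RV than in the septum, with a difference of -1.87 (SE 0.46, adjusted p = 0.0817), and was called at -1.97 with the slide as a block, at -1.93 with the replicate number as a block and at -2.41 without septum array 2. The reference gene Gapdh differed by -0.11 from LV and by 0.036 from the septum, not called. The latter was -0.016 after quantile normalization. C5ar1, Ccl5, Ccn2, Col3a1, Gata6, Hand2 and Myh6 were not called in any comparison, and their differences lay between -0.17 and 1.05. Ccl5 was called higher in RV than in the septum with the replicate number as a block (0.74), and Col3a1 higher than in LV with the slide as a block (0.93). Gata6 and Myh6 differed from LV by -0.0084 and -0.016, and quantile normalization was among the settings that changed their sign, to 0.067 and 0.0098.

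Complement genes were also tested here as a set. Of a list of 44 complement genes written before the data were examined, 33 were well above background on every array of at least 1 region. Between RV and LV 26 of 33 were higher in RV, with a median of 0.36 and a mean of 0.56. Between RV and the septum 29 of 33 were higher, with a median of 0.32 and a mean of 0.49. The set test camera, with its preset correlation between genes of 0.01, gave adjusted p of 6.87e-09 and 3.23e-10, and the rotation test fry gave 0.0106 and 0.015. With the correlation between genes estimated from the data, camera gave 0.158 and 0.154 and the set was not called. Without Cfd, C3 and C3ar1 the camera call held in both comparisons. Against LV the alternative that moved the median most was a score of mesothelial transcripts as a covariate, with 0.22. This score also followed the slide, for which that fit held no term. Against the septum that fit gave 0.25 and no call (adjusted p = 0.528), while slide 2 alone moved the median most, to 0.55. Within slide 2 the median against LV was 0.50, and within slide 1 the medians were 0.30 and 0.26. Between the septum and LV the median of the set was -0.023 and its mean 0.071, of opposite sign, and no test of the reported fit called it. Camera called it in 4 alternatives, at 0.047 without LV array 2, at 0.15 without septum array 3, at 0.097 with the mesothelium score as a covariate and at -0.016 without the filter.

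Single complement genes called higher in RV than in LV included Cfd, C4b (1.31, SE 0.17, adjusted p = 0.00501), Itgax (1.29, SE 0.21, adjusted p = 0.0122), C1ra (0.66, SE 0.095, adjusted p = 0.00736), C5ar2 (0.53, SE 0.075, adjusted p = 0.00698) and C1s2 (0.46, SE 0.092, adjusted p = 0.0296). Those called higher than in the septum were C2, C3, C1ra (0.63, adjusted p = 0.0142) and C1s2 (0.47, adjusted p = 0.0369). No complement gene was called lower. C1s2 lost its call in 7 and 9 of 10 fits without a single array. Itgax lost its call without LV array 1 (1.28) or LV array 2 (1.27), and C1ra that against the septum without septum array 2 (0.64) or septum array 3 (0.57). Itgax was well above background on only 7 of the 10 arrays. On LV arrays 2 and 3 it stood at -3.74 and -3.63, below the lowest signals well above background there (-3.33 and -3.51). The size of its difference from LV therefore rests in part on background signal and is uncertain. The part of the list that forms the alternative pathway had 6 of 6 tested genes higher in RV in both comparisons, with medians of 0.92 and 0.999.

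Further lists of transcripts marked cell and tissue types that a dissected wall can hold in different shares. The mesothelium list, of the surface layer of the heart, had 12 of 12 genes higher in RV in both comparisons. Its medians were 1.84 against LV (fry adjusted p = 0.0445) and 3.05 against the septum (fry adjusted p = 0.0076). The fibroblast list had 12 of 12 genes higher, with medians of 0.53 and 0.36. The adipocyte list had 7 of 13 genes higher, with a median of 0.45 against LV. Retn, Cidec and Car3 rose by 3.26 to 4.93 and Adipoq at least 14.5-fold, while Lep, Adig, Thrsp, Lgals12, Mrap and Pparg lay between -0.34 and -0.076. Under fry, the adipocyte, alternative pathway, complement, fibroblast and mesothelium lists were called higher in RV in both comparisons. The cardiomyocyte list was lower in RV than in LV, with a median of -0.20 (fry adjusted p = 0.015). Against the septum its median was -0.14, called by camera (adjusted p = 0.0242) and not by fry (adjusted p = 0.0543). The macrophage list had 11 of 11 genes higher in both, with medians of 0.26 and 0.27, called by camera and not by fry (adjusted p = 0.11 and 0.105). With the estimated correlation no list was called, and the lowest adjusted p was 0.142.

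**Figure D3:**
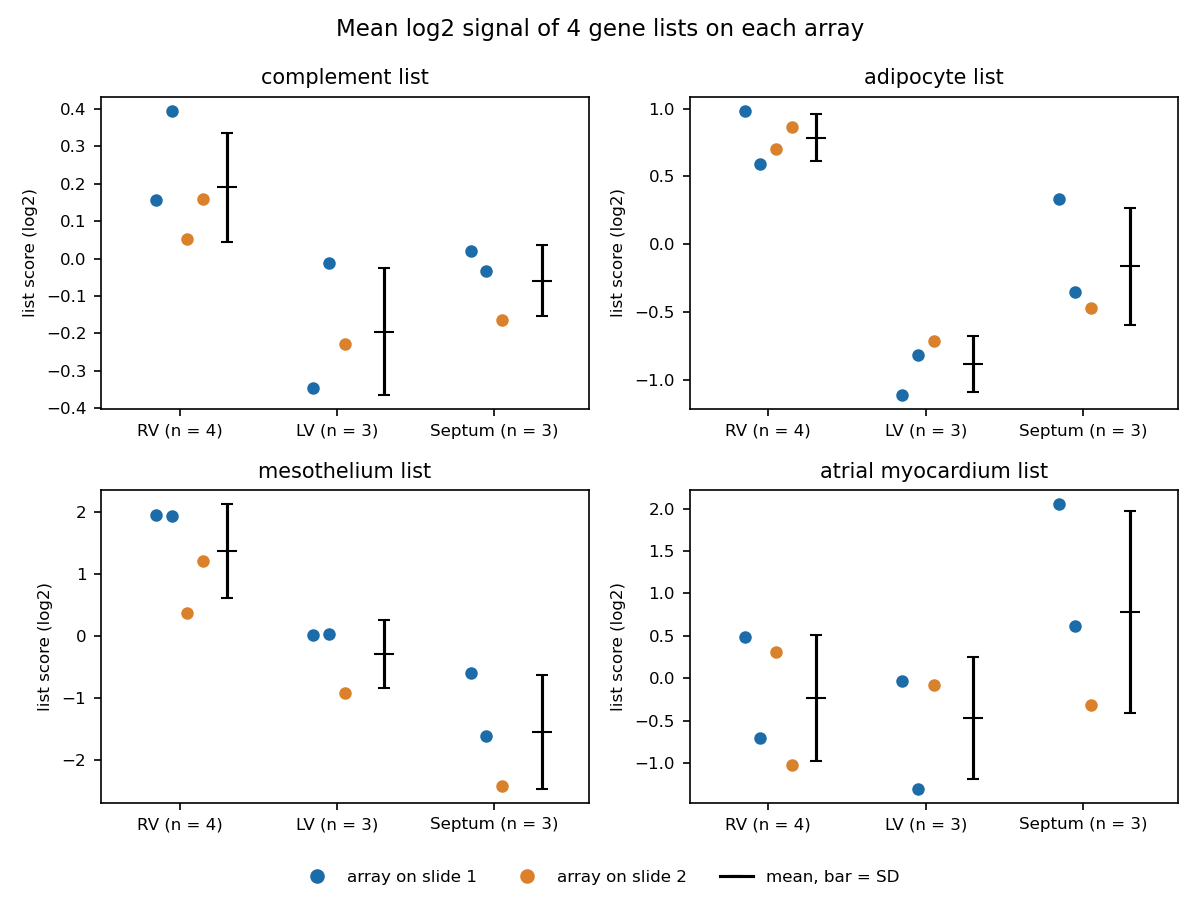
Scores of the complement, adipocyte, mesothelium and atrial myocardium lists on each array, by region. A score is the mean over the genes of a list of the log2 signal minus the mean of that gene over the 10 arrays. Points are arrays coloured by slide, with the mean and SD of 4 RV, 3 LV and 3 septum arrays. The 4 RV arrays lie above all LV and septum arrays in the mesothelium and adipocyte scores, and septum array 1 is highest in the atrial score at 2.05.

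The brown adipocyte list had medians of -0.10 and -0.19, the endothelium list of -0.019 and 0.058, and the blood list of -0.17 and 0.13, none called by camera or fry. Against LV the endothelium median was 0.034 after quantile normalization. Its mean was 0.16 in both comparisons, and the brown adipocyte mean against LV was 0.049, each opposite in sign to the median against LV. The atrial myocardium list had a median of 0.081 against LV and -1.61 against the septum, not called. Between the septum and LV camera called the adipocyte, atrial, fibroblast and blood lists and the mesothelium list, with medians of 0.28, 1.93, 0.19, -0.29 and -1.36. Fry called none of them. There the alternative pathway, brown adipocyte, endothelium and macrophage medians of -0.0066, -0.0044, -0.025 and 0.0059 were opposite in sign to their means. Of the sex-linked transcripts, Xist was well above background on 0 arrays and Ddx3y, Eif2s3y, Kdm5d and Uty on all 10.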

Values the study reported

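The study described its array comparison of the 3 heart regions with n = 3–4 arrays per region.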

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

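Both tests in this part, of a lymphocyte list and of the array as a whole, were written before their results were seen but after the pattern.

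The level of Ccl5 on RV array 1 was -0.13 and stood far from the other RV arrays, which lay between -1.42 and -1.29. Array 1 was also the highest of the other regions, at -1.20 in LV against -1.76 and -1.59 and at -1.12 in the septum against -2.14 and -1.80, so the value is not peculiar to the RV piece. Only the RV group, with 4 arrays, was large enough for such a test. It was run on 55 values, of which this was the 1 that stood apart, and chance alone sets about 1 in 20 apart. A fault of the array as a whole is argued against. Over 30213 probes RV array 1 was the one apart from the other RV arrays on 0.622% of them, a smaller share than that of any other RV array (0.788% to 1.20%). Lymphocytes in the RV piece may have carried the transcript, and this stays open, as does a cause shared by the arrays numbered 1. Of the genes of an 18-gene lymphocyte list, 10 were well above background on all RV arrays. On RV array 1, 4 of 10 were higher than on every other RV array, which did not meet the criterion of more than 5 that had been set. Against the mean of the other RV arrays 8 of 10 were higher, with a median of 0.33, Gzma at 0.86 and Nkg7 at 0.69. Prf1 and Cd3e were lower, at -0.78 and -0.31. Other inflammation in that animal was not tested, and chance stays open as well. Without RV array 1 Ccl5 was called in no comparison, as in the reported fit with it. With the replicate number as a block, a fit that leaves out RV array 4, Ccl5 was called higher in RV than in the septum. The difference there was 0.74 (limma adjusted p = 0.0443). With all arrays and the number as a random block it was called at 0.70 (limma adjusted p = 0.0485).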

How the results depend on the processing

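The fit with the slide row as a covariate beside the slide block was chosen after seeing the data, and the other alternatives were set before. The comparisons are written RV-LV, RV-septum and septum-LV, values are log2 differences or list medians, and list calls are those of camera with its preset correlation. The cause of a change was not tested unless it is stated. Of 3105 alternative values of genes, lists and the similarity of arrays, 118 changed sign. In 107 of these neither value was past the threshold, and in 11 one of them was. Among the values of genes 1888 kept direction and call, 159 lost a call, 46 gained one and 65 changed sign. For lists these numbers were 864, 9, 16 and 53. Calls that genes other than Cfd, C3 and C3ar1 gained or lost are counted here and not all listed below. Of the alternative counts of called probes, 57 stayed within 1.5 times the reported count and 66 did not.

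Cfd in RV-LV kept its call in 29 of 30 alternatives. The values ran from 0.43 to 5.22, the lowest with the adipocyte score as a covariate. C3ar1 was called in none of 30 alternatives in RV-LV or in RV-septum, and the lowest adjusted p were 0.13 and 0.166. The complement list kept its direction and its camera call in 32 of 32 alternatives in RV-LV (0.22 to 0.50) and in 31 of 32 in RV-septum (0.22 to 0.55). The fits with a score as a covariate count among these, though their adjustment ran over 2 lists only. The highest camera adjusted p in RV-LV, 0.034, was that with the mesothelium score. The mesothelium list kept both in 28 of 28 alternatives in RV-LV (1.17 to 2.22), in RV-septum (1.90 to 3.71) and in septum-LV (-1.91 to -0.54).

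Counts of called probes moved with the treatment of the slide. With the slide as a block, 3826 probes were called in the 3-group test, 5331 in RV-LV, 2643 in RV-septum and 14 in septum-LV. Slide block and slide row together gave 3004, 4669, 2369 and 8. The numbers were 2671, 4512 and 2154 with the replicate block, and 4500, 5795, 3186 and 69 with the replicate block as a random effect. Array weights gave 2857, 4020, 1772 and 17. Slide 1 alone gave 354 in the 3-group test. Slide 2 alone gave 281, 331, 171 and 1, and with its lone LV and septum arrays it rests on the assumption that these vary like the RV arrays. Without the filter 178, 269 and 112 probes were called, as many dim probes enter the adjustment. That setting also moved the median of all probes in RV-LV to -0.11. A threshold of 2-fold left 322, 287 and 220. Scaling by the median gave 684 in RV-LV. With only the groups compared in the fit, and so fewer arrays behind the spread, RV-LV had 633 calls and RV-septum 263. The methods' test without adjustment gave 4904, 3998, 2754 and 435, and after adjustment 168 in septum-LV. In septum-LV quantile normalization called 2 probes, and normexp, the floor, trended robust eBayes and 1 probe per gene called 3 each. Of calls made in the reported fit, 1138 of 1167 in RV-LV and 593 of 628 in RV-septum were kept under the replicate block.

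Leaving out single arrays, which lowers the number behind every mean and leaves some groups at 2 arrays, gave 298 to 706 probes in the 3-group test (lowest without RV array 4), 390 to 980 in RV-LV, 118 to 542 in RV-septum and 0 to 3 in septum-LV. In RV-septum C3 ran from 1.12 to 1.52 and was called in 3 of 10 fits, and Cfd ran from 1.94 to 2.87 and was called without septum array 1 alone. The remaining ranges belong to values near 0 or to the atrial list. In RV-LV they were -0.073 to 0.067 for Myh6, -0.076 to 0.051 for Gata6, -0.38 to 0.64 for the atrial list and -0.089 to 0.16 for the endothelium list. RV-septum had -0.024 to 0.099 for Gapdh, -0.045 to 0.054 for Hand2, -0.014 to 0.19 for Myh6 and -0.083 to 0.46 for Ccn2. Its lists ran from -0.045 to 0.21 (endothelium), 0.035 to 0.25 (blood), -2.45 to -0.53 (atrial) and -0.18 to -0.10 (cardiomyocyte). In septum-LV Col3a1 ran from -0.017 to 0.34, C5ar1 from -0.24 to 0.036, Nppb from -0.77 to 0.32, Ccl5 from -0.46 to 0.052, Cebpa from -0.10 to 0.12 and Ccn2 from -0.038 to 0.50. The lists there ran from -0.095 to 0.21 (alternative pathway), -0.050 to 0.065 (brown adipocyte), -0.10 to 0.090 (endothelium), -0.15 to 0.17 (macrophage), -0.12 to -0.018 (cardiomyocyte) and -0.080 to 0.15 (complement). Camera called the complement, alternative pathway and cardiomyocyte lists in 2 of these 10 fits each and the macrophage list in 1. In RV-septum it called the endothelium list in 3, the atrial list in 2 and the blood list in 1, and in RV-LV the endothelium list in 1.

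The replicate block leaves out RV array 4. Each of its numbers has 1 array per region, so the block itself moves no difference, and changed differences come from that loss. Under this block C3 gained a call in RV-LV at 0.89. Among the named genes Nppb gained one in both RV comparisons (-3.81 and -3.58), Myh7 and Ccl5 gained one in RV-septum (-1.93 and 0.74), and Car3 lost its call there (2.61). It changed no other call of a named gene or list. As a random effect the block gave C3 a call in RV-LV at 0.89 and Cfd one in RV-septum at 2.21. The slide block gave calls to C3 in RV-LV at 0.98 and to Cfd in RV-septum at 2.23, and the endothelium list changed sign in RV-septum to -0.018. With the slide row added C3 had a call in RV-LV at 1.08. Gata6 and the atrial list then changed sign in RV-LV to 0.018 and -0.22, and Ccn2 in RV-septum to -0.012. Array weights brought calls for C3 in RV-LV (0.87) and Cfd in RV-septum (2.21) and took that of the cardiomyocyte list in RV-septum (-0.13). They changed the sign of Gata6 (0.0014) and Myh6 (0.0023) in RV-LV and of Cebpa (-0.027), the brown adipocyte list (0.013) and the endothelium list (0.0060) in septum-LV.

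On slide 1 alone C3 lost its call in RV-septum (1.38), as did the cardiomyocyte list (-0.10). Signs changed in RV-LV for C3ar1 (-0.075), Gata6 (0.040) and the endothelium list (0.013), and in septum-LV for Cebpa (-0.053) and the brown adipocyte (0.0055), complement (0.042) and endothelium (0.014) lists. On slide 2 alone C3 lost its call in RV-septum (1.53), the blood list its call in septum-LV (-0.10), and Cfd gained one in RV-septum (3.10), which rests on the lone septum array varying like the RV arrays, while over all arrays the SD of Cfd was 1.05 in the septum and 0.30 in RV. The atrial list changed sign there in all comparisons, to -0.81, 0.10 and -0.43. The brown adipocyte list changed sign in RV-LV (0.011) and septum-LV (0.19). In RV-septum Ccn2 (-0.047), Gapdh (-0.074), Hand2 (-0.066), Myh6 (-0.059) and the endothelium list (-0.030) did, and in septum-LV C3ar1 (0.065) and the alternative pathway (0.00054) and macrophage (-0.062) lists.

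Scaling and background moved values near 0. Quantile normalization changed the sign of Gata6 (0.067), Myh6 (0.0098) and the endothelium list (0.034) in RV-LV and of Gapdh (-0.016) in RV-septum. In septum-LV it changed that of Cebpa (-0.0063) and the brown adipocyte (0.019), cardiomyocyte (0.0054) and endothelium (0.024) lists. Scaling by the median changed Cebpa (-0.025) and the macrophage list (-0.059) in septum-LV and brought a call for the atrial list in RV-septum (-1.57). Scaling by detected probes brought the same call (-1.58). It changed the sign of Gata6 (0.047), Myh6 (0.039) and the endothelium list (0.036) in RV-LV and of the alternative pathway (0.015) and brown adipocyte (0.017) lists in septum-LV. With normexp Cfd (2.24) and the endothelium list (0.071) gained calls in RV-septum. Signs changed for Gata6 (0.025) and Myh6 (0.0048) in RV-LV and for C3ar1 (0.023), the alternative pathway (0.028) and the macrophage list (-0.012) in septum-LV. The similarity of arrays lost its call with normexp (0.0019) and without the filter (0.0014).

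Without the filter C3 lost its call in RV-septum (1.34), where more probes enter the adjustment. Calls came up for the endothelium list in RV-LV (-0.019) and RV-septum (0.058) and for the complement list in septum-LV (-0.016). With probes well above background on all 10 arrays the adipocyte list changed sign to -0.12 in RV-LV and -0.054 in RV-septum, because genes that were not well above background on every array, Adipoq among them, left the list. With only the groups compared C3 lost its call in RV-septum (1.34), and the endothelium list gained one there (0.058). The mean of all probes of a gene changed Gapdh (-0.031) in RV-septum and the macrophage list (-0.026) in septum-LV.

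The adipocyte score as a covariate took the calls of Cfd in RV-LV (0.43), of the alternative pathway in RV-LV (0.35) and of C3 in RV-septum (1.09). Cfd then stood at -0.21 in RV-septum. Signs changed in RV-LV for Ccl5 (-1.21), Gapdh (0.14), Gata6 (0.043), Hand2 (0.0094) and Myh6 (0.37), in RV-septum for Ccl5 (-0.31) and in septum-LV for C5ar1 (0.13), Myh6 (0.065) and Nppb (0.36). The score follows the regions so closely that the median standard error in RV-LV rose 3.27 times and 0 probes were called, so most lost calls carry little information. For Cfd the SE rose from 0.54 to 0.77 only, and the estimate itself fell. The mesothelium score as a covariate gave 4541 calls in RV-LV and 5672 in RV-septum, and of the reported calls 702 of 1167 and 198 of 628 were kept. Within each region this score was lower on slide 2, and the fit held no slide term. In RV the score was 1.96 and 1.94 on slide 1 against 0.37 and 1.21 on slide 2. The values of this fit therefore mix score and slide and do not measure a tissue share alone. The covariate took the calls of C3 (0.17), the complement list (0.25) and the alternative pathway (0.15) in RV-septum and of the alternative pathway in RV-LV (0.28). It brought calls for Ccn2 (1.19 and 1.52) and Col3a1 (1.84 and 2.23) in both RV comparisons and for Myh6 in RV-septum (0.60). Signs changed in RV-LV for Ccl5 (-0.083), Gapdh (0.041), Gata6 (0.096) and Myh6 (0.28) and in RV-septum for Ccl5 (-0.34), Hand2 (-0.056) and Nppb (1.30). In septum-LV they changed for C3 (0.047), Ccl5 (0.25), Ccn2 (-0.33), Col3a1 (-0.39), the complement list (0.097) and the alternative pathway (0.46), and both lists were called there. Their camera adjusted p of 0.044 and 0.034 rest on the lighter adjustment over 2 lists.

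Signal over background limited what could be compared. Of 56605 probes 53.4% were tested, and 11 of the 44 complement genes were not among them. Genes well above background on every array of one region and on no array of the other have only a bound for their difference, and there were 38 with RV as the brighter side in RV-LV and 14 in RV-septum.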

Other observations

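The tests on Cfd, C3, the atrial transcripts, Nppb and the splits of the arrays were chosen only after the results they concern were seen. That holds too for the rule that a correlation must keep at least 50% of its size once the slide is removed. The tests of whether called genes follow a tissue score, of brightness and of other divisions into blocks were written before their results were seen.

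Other splits of the arrays show how often chance gives as many calls. For RV-LV 2 of the 35 splits of the 7 arrays gave as many called probes as the regions. The other one parts the slides and called 2703 probes, so chance cannot be excluded by this count. With the slide as a block the regions gave 5331 calls. For RV-septum 2 of 35 splits gave as many, the other again being the slide split (3238), with 2643 calls under the block. Among the 8 splits that part the arrays of all 3 shared numbers, 1 gave as many, the real one, in each comparison. For septum-LV all 10 of 10 splits gave as many as the real one, which called 0, and the smallest share that this design allows is 0.1. For the 3-group test 1 of 100 splits gave as many, the real one, and the highest of the others called 541 probes. Splits that part the slides or the shared numbers were not counted separately for this test. Chance is therefore argued against there only for arrays taken as independent of slide and number.

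The number of calls grew when the slide was a block. That dividing the arrays into batches of any kind raises the number is argued against. Of 54 divisions of the arrays into batches with the same numbers of each region as the slides hold, 1 gave as many RV-LV calls as the slide block, the slides themselves. The highest of the others gave 2309 calls, and the median over all divisions was 809.5. Background of the arrays is argued against as the whole of the slide difference. Its median absolute size was 0.166 in the 7544 brightest probes and 0.26 in the 7544 dimmest. For the RV-LV calls, a background that differs with the position of the array could raise the share of calls among dim probes. Of the brightest of these probes 3.75% were called, and of the dimmest 3.67%. The share called depends on the spread of the probes as well as on their differences, so it cannot exclude background. The median absolute RV-LV difference was 0.189 in the dimmest and 0.134 in the brightest.

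Cfd had one of the largest differences between RV and LV and is a transcript that fat cells express strongly. A candidate explanation is the share of adipose tissue in the pieces. Within regions, the levels of Cfd and the adipocyte score of the arrays correlated at 0.904 over the 10 arrays (p = 0.00579, two-sided exact permutation within regions, 864 arrangements). The rank correlation was 0.889 (exact p = 0.0185). Of 9 such correlations computed, this one had a Benjamini-Hochberg adjusted p of 0.0521, so it fails the correction. It was 0.948 with the slide removed and 0.825 without the 2 arrays farthest from the median score. Of the list, Retn, Cidec and Car3 were higher in RV than in LV by 3.26, 4.24 and 4.93, and Adipoq was at least 14.5-fold higher. The genes with the highest mean signal over the arrays, Thrsp, Mrap and Pparg, differed by -0.17, -0.34 and -0.19, and Lep, Adig and Lgals12 did not rise either. Their signal was much alike in all regions, so a share of adipose tissue could be hidden by it or contradicted by it, and the arrays do not decide which. The genes called higher in RV than in LV followed the score too, with a median within-region correlation of 0.21 over 455 genes outside the list, against a 95th percentile of 0.0224 for random lists. The random lists sample genes on the same arrays, so this percentile does not measure chance among the 10 arrays. The slide is argued against as the cause, since the difference of Cfd was 4.74 with the slide as a block. The position of the arrays on the slide is argued against as the whole of the difference. It would shift probes of a similar signal too, yet the median absolute RV-LV difference of the 7544 brightest probes, Cfd among them, was 0.134, against 4.78 for Cfd, and a second probe of Cfd gave 4.77. Each column held arrays of 1 region, so a small contribution of the column stays open. A higher transcription of Cfd in RV muscle itself was not tested and stays open.

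C3 showed a similar pattern with the surface layer of the heart. Within regions C3 and the mesothelium score correlated at 0.786 (exact permutation p = 0.0347, adjusted 0.128, rank correlation 0.778 with exact p = 0.0579). With the slide removed the correlation was 0.273, and without 2 arrays 0.423, so the relation rests in part on the slides and on those arrays. A share of mesothelium in the pieces may contribute to the difference between RV and septum. Whether it does stays open, since the correlation within regions did not hold once the slide was removed. With the score as a covariate the difference of C3 was 0.17. That fit held no slide term, and the score was lower on slide 2 in each region. The value therefore does not separate the score from the slide. The genes of the list with the highest mean signal over the arrays, Msln, Wt1 and Rspo1, were higher in RV than in the septum by 3.96, 0.91 and 3.14. Genes called higher in RV than in the septum had a median correlation with the score of 0.385 over 238 genes outside the list, against a 95th percentile of 0.169 for random lists, and 0.391 with the slide removed. A difference in the surface share of the pieces behind part of these calls would give such a correlation. Here too the random lists sample genes only, so chance among the 10 arrays was not tested. The slide alone is argued against, since C3 differed by 1.43 with the slide as a block. A septum has no free outer surface, a difference of anatomy that the design itself brings.

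The remaining correlations of this family were those of Cfd with the mesothelium (0.164), macrophage (-0.0659) and fibroblast (0.295) scores, of C3 with the adipocyte (0.193), macrophage (0.726) and fibroblast (-0.0205) scores, and of C3ar1 with the macrophage score (0.17). Their Benjamini-Hochberg adjusted permutation p ran from 0.128 to 0.956.

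Sln, Myl4 and Myl7, transcripts of atrial muscle, were highest on septum arrays 1 and 2. Sln stood at 6.21 and 4.14 there against 0.49 on septum array 3, and Myl7 at 6.90 and 4.60 against 2.69. Arrays of other regions varied too, with Sln at 3.50 on RV array 1 and 2.87 on LV array 1 and Myl7 at 4.50 on RV array 1, 4.04 on RV array 3 and 3.76 on LV array 3. Atrial tissue left on those pieces may be the source. Of the 3 other detected genes of the atrial list, 1 was higher on both arrays than on septum array 3, which decides nothing. Nppa stood at 7.48 and 6.23 against 6.45 on septum array 3. Nppa was well above background on all 10 arrays, so a small share would be hidden for it.

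Nppb varied widely within RV, with an SD of 1.79, and differed between the slides there, at 1.19 and 1.72 on slide 1 against 5.11 and 3.55 on slide 2. It was higher on slide 2 in the other regions as well, at 6.10 and 5.76 against 7.57 in LV and at 5.80 and 5.63 against 7.33 in the septum. The interaction of slide and RV, which sets RV against both other regions, was 1.24 for Nppb (limma adjusted p = 0.427, unadjusted 0.0697). With 10 arrays this cannot tell a slide effect that is alike in all regions from one that is not. The same interaction called 0 probes in limma, with 3863 at an unadjusted p below 0.05. For C3ar1 it was 0.55 (adjusted p = 0.244 over all probes, unadjusted 0.000318) and not called, so a dependence of its RV difference on the slide stays open.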
